A study of Mus musculus with 12 samples. Its data were reported in "The NFIB‐ERO1A axis promotes breast cancer metastatic colonization of disseminated tumour cells" (2021).

How the data were processed

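The data were RNA-seq gene counts from 12 tumoursphere cultures of mouse mammary cancer cells. Tumourspheres are clusters that grow from dissociated cells in non-adherent plates. Per the labels, cells were seeded at 10000 cells per mL and grown for 6 days in serum-free medium with EGF and basic FGF, each at 20 ng per mL. The libraries fell into 4 groups of 3, taken from the sample titles: LM1, LM1 Nfib KO, LM9 and LM9 Nfib KO. The authors prepared stranded poly-A libraries, sequenced them as single-end reads and aligned them with STAR to the mm10 build of the mouse genome. They then counted the reads whose 5' ends overlapped the union of the exons of each gene with the qCount function of QuasR. The deposited values were whole-number counts per gene, not normalised, with 1 file per library and no pooling of replicates. Software versions and the gene annotation release were not stated.

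Each file listed the same 18278 genes by Ensembl identifier, and in each of these genes the third-highest library had at least 8 counts, so genes with few reads appear to have been removed by the authors before deposition. Names and coordinates came from GENCODE M21 on GRCm38, which is the same assembly as mm10, and 18268 identifiers were matched. Coordinates are 1-based. How reads that align to several places were counted was not stated, so values of pseudogenes and near-identical copies are uncertain. The protocol used strand, but whether the counting did was not stated, so genes that overlap a neighbour are also uncertain.

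Library totals ran from 29249075 to 37162594 counts. A floor of 3 counts corresponded to 0.0807 to 0.103 CPM (counts-per-million of the library total). These floors cover counting error only, since reads without molecular identifiers are not independent molecules.

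Differential expression was tested with limma-voom, the framework named in the study's methods. The edgeR function filterByExpr kept 18176 genes at its default count minimum of 10 and total minimum of 15. Libraries were scaled with TMM factors, and voom was run with its offset of 0.5 on a model with 1 mean per group, so that all 12 libraries shared 1 estimate of the spread. Tests were two-sided moderated tests (limma's eBayes) with Benjamini-Hochberg adjustment within each of 6 contrasts, and a gene was counted as changed at an adjusted p-value under 0.05. CPM values are TMM-scaled unless a sentence says otherwise. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. For single genes of the study, an exact two-sided permutation test of log2 values was added. With 3 libraries against 3 that test cannot give a p-value under 0.1.

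A list of 39 symbols of HIF target genes, written before the data were examined, was tested with camera in limma at an inter-gene correlation of 0.01. The list matched 40 gene identifiers, since Aldoa had 2. Genes named in the text followed a rule fixed before the data were examined. It took the genes of the study's argument (Nfib, Ero1l, Vegfa, Hif1a, Foxp1, Nfia, Nfic and Nfix). It added the 5 largest rises and 5 largest falls among genes past the threshold with the same sign in both lines and a mean of at least 10 CPM. It also took the 2 smallest p-values in each direction for the remaining 3 contrasts, and the largest rise and fall within the HIF list. One gene that the rule selects is not reported here. Other genes named in the closing section were chosen after their values were seen. Where all libraries of a group were at or under 3 counts, a fold was computed against that floor and is given as a lower bound.

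The titles give each group replicates 1 to 3. The labels do not say whether equal numbers mark cultures handled together, so the replicate number was used as a block only in an alternative. The alternatives, fixed before the data were examined, were the edgeR quasi-likelihood test, DESeq2, median-ratio factors, total counts without scaling factors, no count filter, a mean of at least 5 CPM, the replicate block, sample quality weights, a fit of only the groups compared, an absolute log2 fold change above 1, and leaving out each of the 12 libraries in turn. The code was tested on simulated data. Counts were drawn for the real genes at a dispersion of 0.01, with 200 genes changed by a log2 fold change of 1. The changed genes were taken only from those with higher mean counts. All other genes had the same expected share of each library in all 4 groups. Scaling and false calls where most genes change were therefore not tested. limma-voom recovered 200 of 200 genes for the averaged contrast with 16 false calls among 17592 genes tested, and 188 of 200 for a difference between lines with 12 false calls among 17575 genes tested.

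All 12 libraries were used. The primary tumours and the HR1 cell line of the study were not analysed here.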

Results

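Gene expression was measured in tumourspheres of 2 mouse mammary cancer lines and of their knockout counterparts. LM1 and LM9 are lines grown from lung metastases that arose after transposon mutagenesis of a non-metastatic line, and their libraries are called parental here. The knockout pools, LM9 Nfib KO and LM1 Nfib KO, are cells in which the gene of the transcription factor NFIB was targeted with CRISPR-Cas9. There were 3 libraries in each of the 4 groups. Library totals were 31111431 ± 2746813 counts in LM1, 34921816 ± 1039494 in LM1 Nfib KO, 30725373 ± 643121 in LM9 and 35671249 ± 1292251 in LM9 Nfib KO (mean ± SD, n = 3). The libraries labelled knockout had larger totals on average, and their TMM factors, from 1.10 to 1.11, were higher than those of LM1 (0.946 to 0.952) and LM9 (0.822 to 0.949).

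The targeted gene was examined first. Nfib (ENSMUSG00000008575) lies on the minus strand of chromosome 4 between 82290173 and 82705750 (mm10) and is protein-coding. Its mRNA was not lower in the libraries labelled knockout. It was at 218 ± 22.6 CPM in LM1 and 235 ± 5.67 CPM in the libraries labelled LM1 Nfib KO (SD, n = 3). The log2 fold change was 0.11 (SE 0.16), which did not pass the threshold (limma-voom adjusted p = 0.533; exact permutation p = 0.4, two-sided). In LM9 it was at 154 ± 48.8 CPM, against 240.0 ± 11.2 CPM in the libraries labelled LM9 Nfib KO. The log2 fold change was 0.68 (SE 0.17, limma-voom adjusted p = 0.00260), and the exact permutation p was 0.1, the smallest that 3 libraries against 3 can give. Total-count scaling moved these values most, to 0.34 in LM1 and 1.03 in LM9. The counts cover the exons of the whole gene and do not show whether the transcript is edited. The study designed its guides to produce a frameshift, which may leave the amount of mRNA unchanged. It screened its knockout clones by immunoblotting, and protein is not measured here. The mRNA level therefore neither bears out the label nor refutes it. The groups are called the libraries labelled knockout throughout, and within these data every direction given for them rests on the labels alone.

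The study placed Ero1l, which encodes an oxidoreductase of the endoplasmic reticulum, downstream of NFIB. Ero1l (ENSMUSG00000021831) lies on the minus strand of chromosome 14 between 45283087 and 45318771. It was at 1142 ± 51.5 CPM in LM1 and 51.5 ± 1.04 CPM in the libraries labelled LM1 Nfib KO. The log2 fold change was -4.47 (SE 0.09, limma-voom adjusted p = 1.02e-11). In LM9 it was at 1336 ± 187 CPM, and it was at 54.3 ± 2.32 CPM in the libraries labelled LM9 Nfib KO. The log2 fold change was -4.61 (SE 0.09, limma-voom adjusted p = 8.31e-12). The exact permutation p was 0.1 in both lines. The difference between the lines, 0.14, did not pass in the fit of all libraries (limma-voom adjusted p = 0.462). Without LM9 replicate 1 it was 0.26 (SE 0.06) and passed (limma-voom adjusted p = 0.00125). By p-value, Ero1l ranked at 76 of 18176 genes in the contrast averaged over both lines, and at 43 with the replicate number as a block. The rank was 165 with the edgeR quasi-likelihood test. DESeq2 gave no order, since Ero1l was 1 of 631 genes whose p-value it returned as 0.

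Vegfa encodes the angiogenic factor that the study placed after ERO1A and HIF1α. Vegfa (ENSMUSG00000023951) lies on the minus strand of chromosome 17 between 46016993 and 46032369. It was at 521 ± 6.20 CPM in LM1 and 74.7 ± 0.746 CPM in the libraries labelled LM1 Nfib KO, a log2 fold change of -2.80 (SE 0.16, limma-voom adjusted p = 1.63e-08). In LM9 it was at 772 ± 209 CPM, and at 74.5 ± 0.609 CPM in the libraries labelled LM9 Nfib KO, a log2 fold change of -3.33 (SE 0.16, limma-voom adjusted p = 3.74e-09). The exact permutation p was again 0.1 in both lines. The large SD of Vegfa and Nfib in LM9 came from replicate 1. Its Vegfa level of 532 CPM was near the 514 to 526 CPM of the LM1 libraries, while replicates 2 and 3 were at 911 and 873 CPM.

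**Figure D1:**
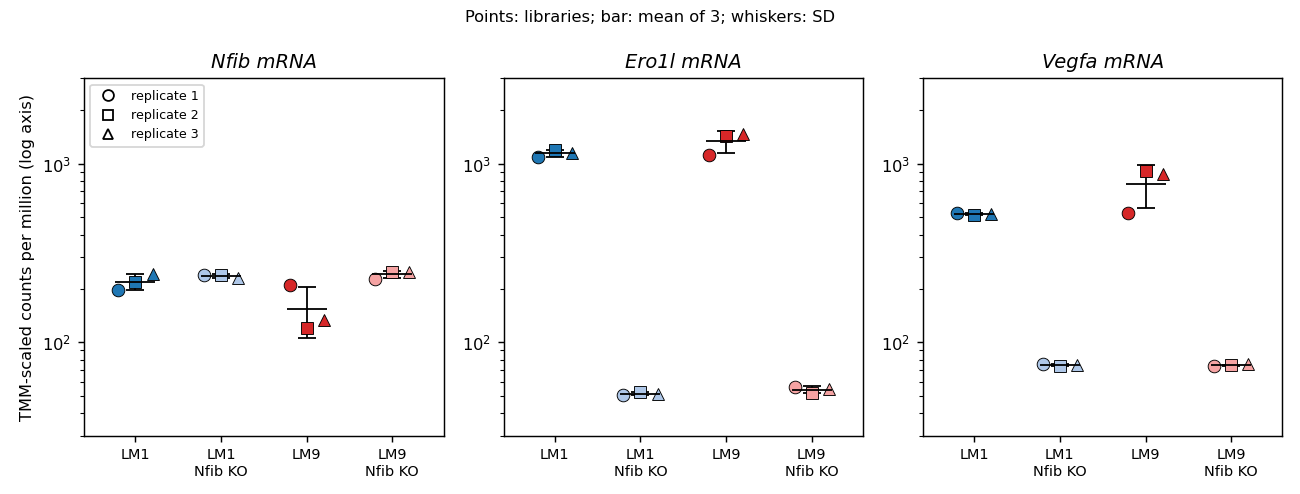
Nfib, Ero1l and Vegfa mRNA in the 12 libraries as TMM-scaled CPM on a log axis, with 1 point per library, a bar at the mean of 3 and whiskers of 1 SD. Ero1l and Vegfa are lower in every library labelled knockout (50.4 to 56.4 CPM and 73.8 to 75.2 CPM) than in every LM1 and LM9 library, while Nfib (227 to 247 CPM in the libraries labelled knockout) is not.

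The other study genes changed in both lines. Hif1a (ENSMUSG00000021109, plus strand of chromosome 12, 73901375 to 73947530) fell by 1.53 on the log2 scale in the averaged contrast (SE 0.07, limma-voom adjusted p = 6.74e-10). The study's argument concerned the stability and nuclear level of HIF1α protein, which this mRNA does not measure. Foxp1, the other gene the study targeted with CRISPR-Cas9, rose by 0.77 (SE 0.04, limma-voom adjusted p = 4.38e-09). Of the remaining members of the NFI family, Nfix fell by 1.97, Nfia fell by 0.94, and Nfic rose by 0.41 (limma-voom adjusted p of 2.01e-09, 5.02e-06 and 4.83e-06). These directions held under TMM, median-ratio and total-count scaling.

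The comparison of each line with its knockout pool asks which transcripts depend on NFIB. The study made these pools by mixing clones that were each grown from a single sorted cell. No pool of unedited clones is labelled among the libraries. Differences that the founder cells already carried can therefore not be told apart from an effect of Nfib loss. At an adjusted p under 0.05 with limma-voom, 14759 of 18176 genes (81.2%) differed between the libraries labelled LM1 Nfib KO and LM1. Of these, 7834 were higher and 6925 lower in the libraries labelled knockout. In LM9, 14965 genes (82.3%) differed, 8055 higher and 6910 lower. The contrast averaged over both lines gave 15780 genes, 8411 higher and 7369 lower, and 10304 of them had an absolute log2 fold change above 1. The median absolute log2 fold change over all genes was 1.20. With this many genes changed, a scaling that takes most genes as unchanged is itself uncertain. The median log2 fold change of all genes was 0.11 in the averaged contrast with TMM factors, 0.12 with median-ratio factors and 0.40 with total counts, so changes of that size depend on the scaling. With the replicate number as a block, 14599 genes passed in LM1, 14839 in LM9 and 15681 in the averaged contrast. Deviations of same-numbered libraries from their group means were uncorrelated across genes (mean r of -0.00035 in LM1 and -0.034 in LM9), so these data gave no sign that the numbers pair the cultures.

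The same genes changed in both lines. Of the genes tested, 13277 passed with the same sign in both lines and 7 with opposite signs, 1475 passed in LM1 alone and 1681 in LM9 alone. The log2 fold changes of the 2 lines correlated across genes with Pearson's r = 0.970 and Spearman's rho = 0.953. Genes are not independent replicates, and no p-value is attached. The 2 comparisons are also not fully separate. The 2 knockout labels were as close as replicates (root mean square log2 difference 0.280 between labels and 0.280 within a label). LM9 replicate 1 lay with the LM1 libraries, and without it the change of 10444 genes differed between the lines (limma-voom adjusted p under 0.05).

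**Figure D2:**
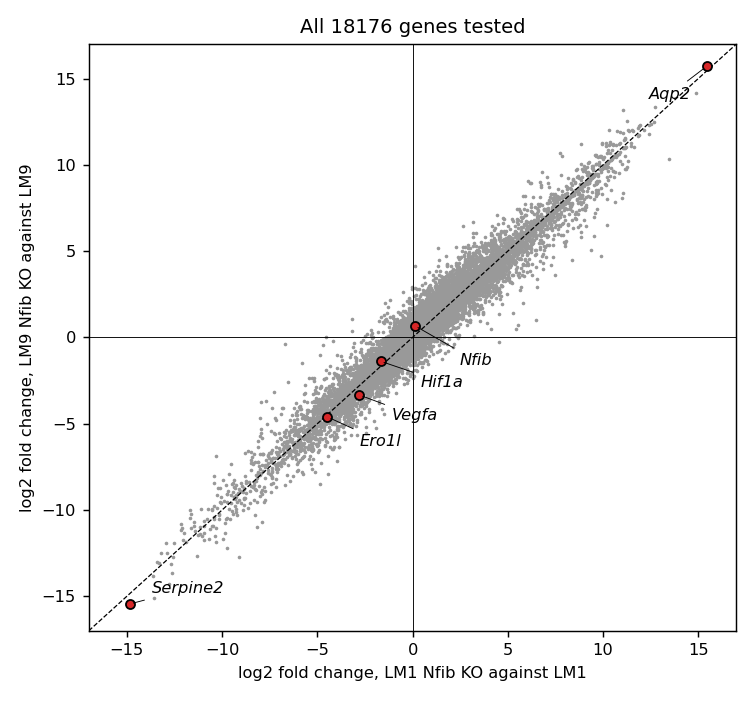
Log2 fold change of each of the 18176 genes tested (grey) for the libraries labelled LM1 Nfib KO against LM1 (horizontal axis) and LM9 Nfib KO against LM9 (vertical axis), with named genes in red and the line of equal change dashed. The points lie along that line (r = 0.970 across genes), from Serpine2 at the low end to Aqp2 at the high end, with Nfib near the centre.

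The 5 largest rises were genes with next to no reads in the LM1 and LM9 libraries. Aqp2 (chromosome 15, 99579055 to 99584547) had at most 1 count in any LM1 or LM9 library, and was at 1087 ± 25.2 CPM in the libraries labelled LM1 Nfib KO and 1008 ± 39.1 CPM in those labelled LM9 Nfib KO. Against the floor of 3 counts it was at least 10022-fold higher in LM1 and at least 8335-fold higher in LM9. Slc6a17, Kdr, Moxd1 and Papss2 were likewise at or under 2 counts in every LM1 and LM9 library and reached 518, 282, 110.1 and 97.5 CPM in the libraries labelled LM1 Nfib KO. The largest falls included Serpine2, Krt18, Mgp and Amigo2. Serpine2 (chromosome 1, 79794197 to 79861180) was at 4422 ± 139 CPM in LM1 and 6428 ± 1738 CPM in LM9, and had 3 to 7 counts in the libraries labelled knockout. Its log2 fold change in the averaged contrast was -15.14 (SE 0.43, limma-voom adjusted p = 1.80e-11). Krt18, a keratin of simple epithelia, was at 480 ± 17.5 CPM in LM1 and had at most 4 counts in any library labelled knockout. Amigo2, at 143 ± 3.07 CPM in LM1, had no count in any of them. At this depth, 0 counts means below about 0.1 CPM. Amigo2 overlaps Pced1b in the annotation, so reads of this pair could have been shared.

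The study linked ERO1A to stabilization of HIF1α protein, so a list of HIF targets was compared with all other genes. Because Hif1a mRNA also fell, the list cannot tell a change of protein stability from a change of the mRNA. In the averaged contrast the median log2 fold change of the list was lower than that of the other genes by a difference of -1.60 (camera in limma, adjusted p = 6.69e-05 over 3 contrasts). It was -1.52 in LM1 and -1.54 in LM9, and -1.60 with the replicate block. Of the 40 genes, 30 were lower in the averaged contrast, 29 of them past the limma-voom threshold, and 7 were past it in the other direction. Adjusted over the list alone, 37 genes passed, against 36 when adjusted over all genes. The largest fall was in Adm, from 22.3 ± 1.24 CPM in LM1 and 36.7 ± 11.5 CPM in LM9 to at most 3 counts in the libraries labelled knockout, at least 282-fold lower in LM1 and at least 471-fold lower in LM9. The largest rise was in Vldlr, from at most 4 counts to 40.01 ± 0.417 CPM in the libraries labelled LM1 Nfib KO and 40.1 ± 2.00 CPM in those labelled LM9 Nfib KO. The list did not move as a block, since 10 of its genes did not fall.

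**Figure D3:**
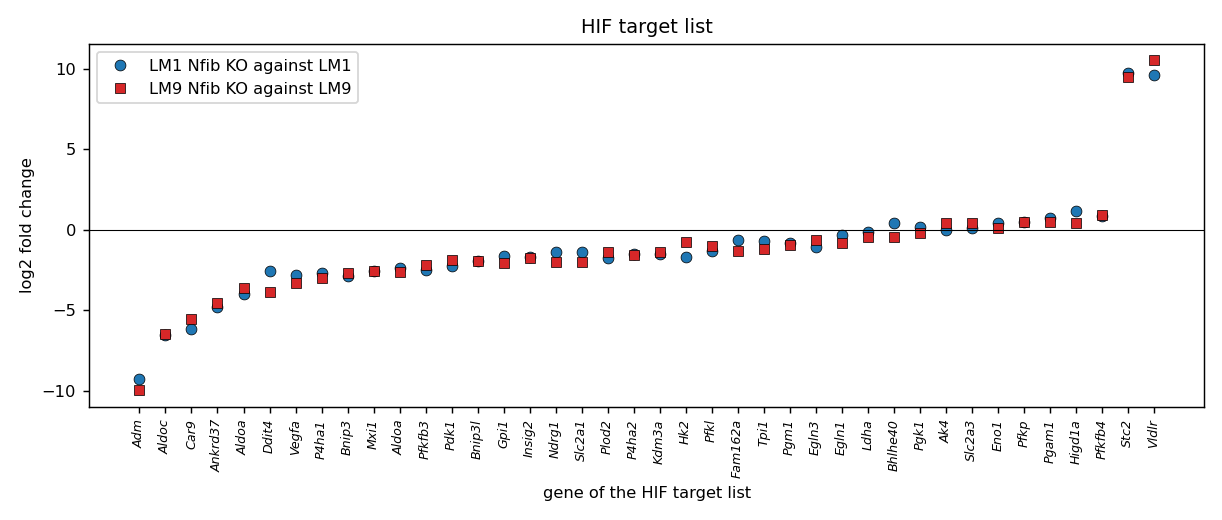
Log2 fold change of the 40 genes of the HIF target list (Aldoa has 2 identifiers), ordered by their mean, for the libraries labelled LM1 Nfib KO against LM1 (circles) and LM9 Nfib KO against LM9 (squares). Adm is lowest and Vldlr highest, and 30 of the 40 genes are lower in the averaged contrast.

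Whether the knockout-labelled difference varied between the lines was tested as an interaction. No gene passed at an adjusted p under 0.05 with limma-voom, with or without the replicate block, and 4495 genes had an unadjusted p under 0.05, where chance gives 909. The smallest adjusted p was 0.0507, for Anpep. The gene rose in both lines, from 0.535 ± 0.0655 CPM in LM1 and 0.0890 ± 0.0282 CPM in LM9 to 252 ± 3.73 CPM in the libraries labelled LM1 Nfib KO and 249 ± 3.76 CPM in those labelled LM9 Nfib KO. Among genes at a mean of 10 CPM or more, the 2 smallest p-values in each direction belonged to Anpep and Clmp, whose changes were lower in LM1 than in LM9, and to the processed pseudogenes Gm45855 and Rps2-ps13, whose change was higher in LM1 (limma-voom adjusted p of 0.202 for each gene but Anpep). Pseudogene counts are uncertain because near-identical copies share reads. Anpep had at most 3 counts in any LM9 library and Clmp had none. The sizes of their differences between the lines therefore rest on counts near the floor.

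LM1 and LM9 were then compared with each other. A single gene, Anpep, passed with limma-voom (log2 fold change 2.38, SE 0.27, adjusted p = 0.0397), and none passed with the replicate block (mean r of same-numbered libraries -0.056). Anpep had 15 to 16 counts in the LM1 libraries and 2 to 3 in the LM9 libraries. The LM9 counts were at or under the floor of 3, so the size of this difference is uncertain. At an unadjusted p under 0.05 there were 8661 genes. The count hung on the threshold, since 5464 genes had an adjusted p under 0.06. Among genes not past the threshold, Ercc6l2 was higher in LM1 and Timm10 and Gm45855 were lower (limma-voom adjusted p of 0.0543 each). The spread within LM9 set this result. LM9 replicate 1 correlated with the LM1 libraries at r = 0.9951 to 0.9955 across genes, and with LM9 replicates 2 and 3 at 0.968 to 0.970. Without LM9 replicate 1, 11995 genes differed between LM1 and LM9, 6091 higher and 5904 lower in LM1, and 10444 genes passed in the interaction. Leaving out any other library gave from 0 to 2 genes for LM1 against LM9.

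**Figure D4:**
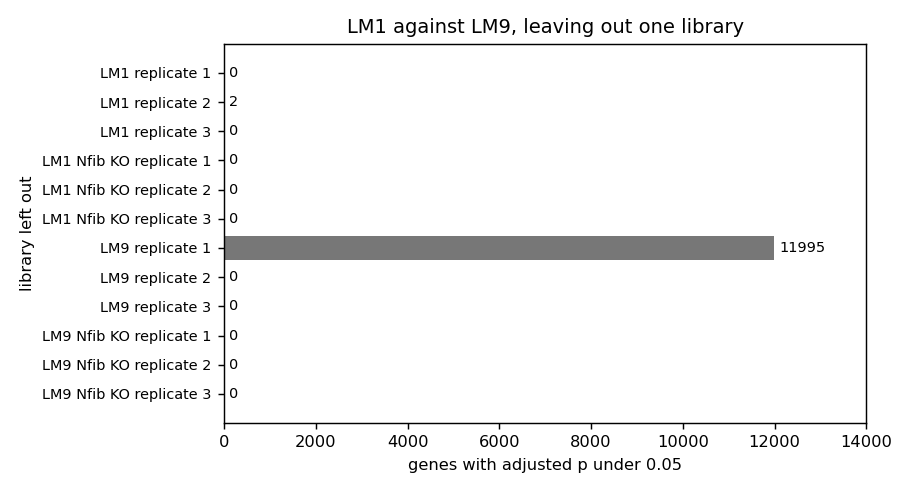
Number of genes with a limma-voom adjusted p under 0.05 for LM1 against LM9 (horizontal axis) when the library named on the vertical axis was left out of the fit. The count is 11995 without LM9 replicate 1 and 0 to 2 in the other fits.

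The libraries labelled LM1 Nfib KO and LM9 Nfib KO did not differ at any gene in the fit of all libraries. No gene passed with limma-voom, with or without the replicate block (mean r of same-numbered libraries -0.00033), and 178 genes had an unadjusted p under 0.05, fewer than the 909 that chance gives. That fit shares its spread with LM9, where replicate 1 stood apart, and without that library 657 genes had an unadjusted p under 0.05 and again none passed. A fit of only the libraries labelled knockout gave 6 genes. Rps2-ps13 was among them (limma-voom adjusted p = 0.0428, and 0.0428 to 1 over all its alternatives). Among genes at a mean of 10 CPM or more, the 2 smallest p-values in each direction of the fit of all libraries belonged to Rps2-ps13 and Plxnb1, higher in the libraries labelled LM1 Nfib KO, and to Platr14 and Echdc2, lower in them, all at an adjusted p of 1.00. The root mean square log2 difference between libraries of the 2 knockout labels was 0.280, the same as the 0.280 within a label (exact permutation p = 0.4, smallest possible 0.1). Pairs of libraries labelled knockout correlated at 0.9958 to 0.9965 across genes. Pairs of a parental and a knockout-labelled library correlated at 0.727 to 0.742. The first principal component, with 92.6% of the variance, separated the labels, and the second, with 4.99%, set LM9 replicates 2 and 3 apart from LM9 replicate 1 and LM1. No pair of libraries agreed within sampling noise. The lowest chi-square per gene was 1.44, for a pair of LM1 Nfib KO libraries. Reads are not independent molecules, so this value cannot rule out repeat runs of 1 sample. Each library was counted as 1 replicate, as labelled. The labels give no sequencing batch, so no comparison could be repeated within one.

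**Figure D5:**
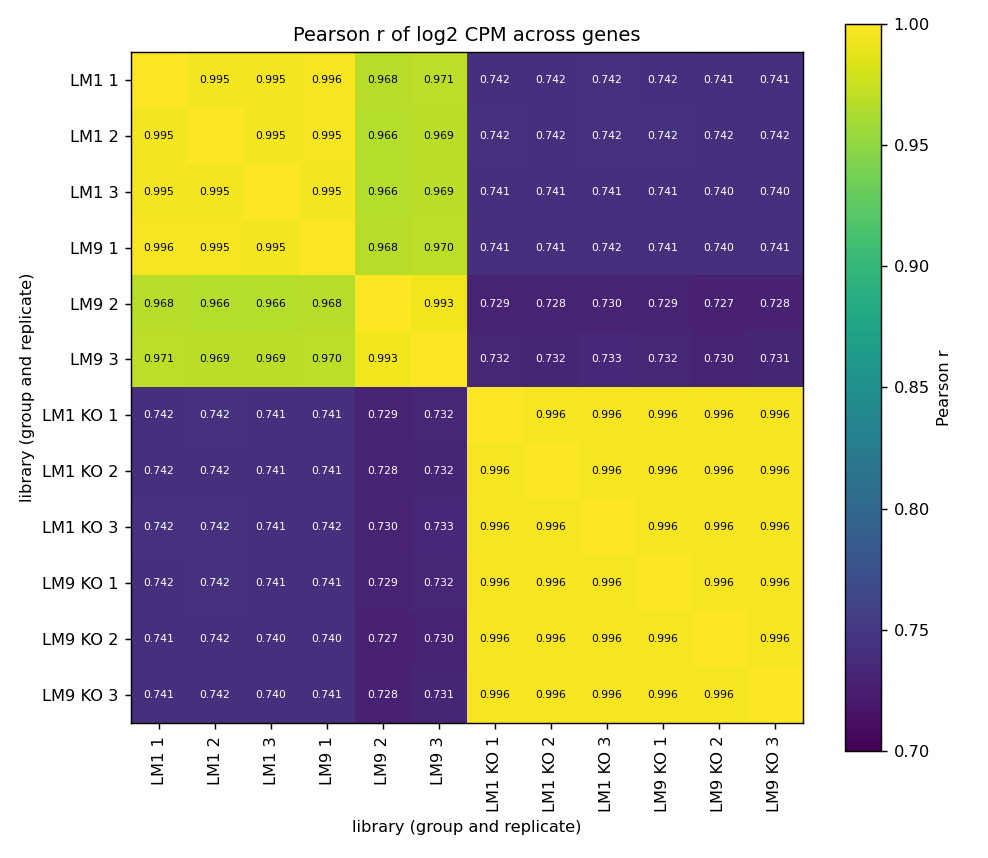
Pearson's r of log2 CPM across genes for every pair of the 12 libraries, with the parental libraries first and the libraries labelled knockout (KO) after them, on a colour scale from low (dark) to high (yellow). The 6 libraries labelled knockout form 1 block at 0.9958 to 0.9965, parental and knockout-labelled libraries correlate at 0.727 to 0.742, and LM9 replicate 1 falls with the LM1 libraries.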

Values the study reported

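The study took the 200 most differentially expressed genes between its models with high and low Nfib expression and compared them with published lists of genes bound by NFIB. Ero1l was the only gene it found in common. Both Nfib knockout pools were counted by the study among the models with low Nfib expression. It described lower Ero1l mRNA after Nfib knockout.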

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

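Both tests of this part were chosen after the difference between the lines had been seen, and before their own values were computed. Rps2-ps13, a processed pseudogene on chromosome X (52898588 to 52899469), rose in the libraries labelled LM1 Nfib KO and fell in those labelled LM9 Nfib KO, with every library on its own side. It was at 5.09 ± 2.41 CPM in LM1, 15.3 ± 2.07 CPM in the libraries labelled LM1 Nfib KO, 14.96 ± 4.74 CPM in LM9 and 7.91 ± 2.49 CPM in those labelled LM9 Nfib KO (SD, n = 3). The difference of the log2 fold changes was 2.63 (SE 0.47). It did not pass the interaction test (limma-voom adjusted p = 0.202, and 5.52e-06 to 0.422 over the alternatives), and the non-overlap of the libraries was not tested on its own.

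A candidate technical source is reads shared between near-identical ribosomal protein sequences. Within the 6 libraries labelled knockout, Rps2-ps13 did not follow the median of 131 other processed copies of ribosomal protein genes (Pearson's r = -0.340, exact permutation p = 0.492; Spearman's rho = -0.371, exact permutation p = 0.497; r = -0.735 without the 2 libraries farthest from the median). It followed its parent gene Rps2 more closely (r = 0.769, exact permutation p = 0.0958; rho = 0.714, exact permutation p = 0.136), below the r of 0.8 set for this test, and the relation rested on the 2 libraries farthest from the median of Rps2 (r = 0.269 without them). Adjusted over the 2 relations, the permutation p-values of r were 0.492 and 0.192. Rps2 itself was at only 5.99 ± 0.664 CPM in LM1 and 12.1 ± 4.61 CPM in LM9, and at 10.99 ± 0.871 CPM in the libraries labelled LM1 Nfib KO and 9.41 ± 0.208 CPM in those labelled LM9 Nfib KO. Like the pseudogene, Rps2 rose in LM1 (log2 fold change 0.88, limma-voom adjusted p = 0.00631), and its fall in LM9 did not pass (-0.26, limma-voom adjusted p = 0.304), so shared reads with Rps2 remain open. The difference cannot be told apart from that explanation.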

How the results depend on the processing

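The changes of Ero1l, Vegfa and the HIF list kept their direction and their side of the threshold under all alternatives run. Ero1l ranged from -4.50 to -4.25 on the log2 scale in LM1 and from -4.74 to -4.26 in LM9, Vegfa from -2.81 to -2.58 and from -3.58 to -2.98, and the HIF list's difference from -1.61 to -1.51. A scaling factor shifts the list and the other genes alike, so the alternatives in scaling do not test that difference. Nfib was higher in the libraries labelled knockout in every fit, from 0.04 to 0.34 in LM1, where it did not pass in any, and from 0.52 to 1.03 in LM9, where it passed in all. The genes passing in both lines with the same sign numbered 12869 to 13789 across the fits that each left out 1 library.

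The averaged contrast gave 10514 genes at a mean of at least 5 CPM, where 11841 genes were tested, and 10304 at an absolute log2 fold change above 1. With 1 library left out it gave 15547 to 16777. Total-count scaling moved the share of genes called higher from 53.3% to 61.1% in this contrast.

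The 3 counts between lines depended on the processing. For the interaction, with 0 genes in the reported fit and 4495 at an unadjusted p under 0.05, the edgeR quasi-likelihood test gave 1 gene, DESeq2 gave 70, total counts gave 1 and sample quality weights gave 10557, and the fits that each left out 1 library gave 0 to 10444. For LM1 against LM9, with 1 gene in the reported fit, DESeq2 gave 5558 (2006 higher and 3552 lower in LM1), total counts 5226 (3962 higher and 1264 lower, the opposite balance), a mean of at least 5 CPM 4670 and sample quality weights 11596. The replicate block gave 0, a fit of only the groups compared gave 0, and leaving out 1 library gave 0 to 11995. Both upper ends came from leaving out LM9 replicate 1, and quality weights can lower the weight of a library that lies far from its group. For the other alternatives the cause was not tested. For the 2 knockout labels against each other a fit of only these groups gave 6 genes, and each fit with 1 library left out gave 0. The simulated data covered the averaged contrast and the interaction at a log2 fold change of 1 and at 1 depth, so whether depth limits these counts was not tested.

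The rank of Ero1l was 165 with the edgeR quasi-likelihood test, 1 with DESeq2 (a tie of 631 genes at a p-value of 0, so no order), 28 with total counts, 43 with the replicate block and 10 with sample quality weights. It was 13 to 95 with 1 library left out. For the alternatives other than DESeq2 the cause was not tested. Ero1l's difference between the lines did not pass with all libraries and passed without LM9 replicate 1.

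For the 29 results of single named genes, the fits with 1 library left out left 331 calls on their side of the threshold, with 10 weaker and 7 stronger. The other alternatives left 215, with 2 weaker and 22 stronger. No direction reversed. The weaker calls all belonged to Anpep in LM1 against LM9, which lost significance with the replicate block (limma-voom adjusted p = 0.0669), in the fit of only LM1 and LM9 (0.206) and in 10 of the 12 fits with 1 library left out. Over all its alternatives the adjusted p ran from 0.000241 to 0.207.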

Other observations

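The tests of cells that did not descend from LM1 or LM9 and of the slope between the 2 knockout labels were chosen after related values had been seen. The other tests of this part were set before their values were computed.

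The libraries labelled knockout differed from both parental lines at most genes and little from each other. Other splits of the libraries were compared with the real one. For LM1 and for LM9, 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many genes, and the other splits gave 0, but 4 splits cannot give a share under 0.05. The 6 remaining splits of each line, which part 1 pair, gave 0 genes. For the averaged contrast 1 of 32 splits gave as many genes, the real one, and the next gave 6732. For the interaction 32 of 32 splits gave at least its 0 genes, for LM1 against LM9 4 of 4 gave at least its 1 gene (one other split gave 6039), and for the 2 knockout labels 4 of 4 gave at least 0, which tests nothing where the real count is at or near 0.

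Several technical sources of the difference between the labels were weighed. Thinning every library to 29249075 counts left 15487 genes in the averaged contrast, so the difference did not need unequal library sizes. The largest total was only 37162594 counts and every fit already scales for library size. Thinning therefore had little room to change the count, and the test is weak. GC content and gene length explained 1.11% of the variance of the log2 fold change across genes. Removing the 50 most abundant genes, which held 15.7% of the counts in parental and 9.79% in knockout-labelled libraries on average, moved the median log2 fold change by 0.00099. This was under the 0.1 set beforehand. TMM scaling already trims extreme genes, so that median had little room to move and the test is weak, but 15772 genes still passed without them. Sex could not be checked from expression values, since 0 of the 4 Y-linked genes listed were among the genes tested. If they were left out for having few reads, that would speak against male cells in all libraries of one label. The reason for their absence is not stated. Macrophage RNA could not be checked as planned either, since 30% of its list was among the genes tested, under the 80% set beforehand. If the rest of that list was left out for having few reads, that would speak against macrophage RNA in one label. The reason for the absence is again not stated. The 3 genes tested moved in different directions. Csf1r rose from at most 1 count to 11.4 to 13.2 CPM, while Cd68 fell from 450.2 to 554 CPM in the parental libraries to 95.7 to 104 CPM, and Cd14 from 37.03 to 54.5 CPM to 17.5 to 19.2 CPM. A lost chromosome segment would silence runs of neighbouring genes. There were 3 runs of 5 or more neighbouring genes silent in every library of one label and expressed in the other, and none of 1000 shuffles of gene order gave as many. All 3 were silent in the parental libraries and lay in clusters of related genes (Serpinb9 genes on chromosome 13, Hoxd genes on chromosome 2 and Lce genes on chromosome 3), whose members may be switched together, so a lost segment and shared regulation cannot be told apart here.

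A hypothesis is that the libraries labelled knockout hold cells that did not descend from the LM1 and LM9 populations sequenced beside them. In all, 221 genes were silent (at or under 3 counts) in all 6 libraries of one label and at 10 CPM or more in all 6 of the other, 173 of them silent in the parental and 48 in the knockout-labelled libraries. No gene switched in this way between the 2 knockout labels. The count was 0 between LM1 and LM9 too, but with LM9 replicate 1 lying with LM1 it could hardly have been otherwise, and it is no measure for the 221 genes. The neighbouring genes Cdkn2a and Cdkn2b on chromosome 4, singled out after their values were seen, had at most 2 counts in any parental library and were at 36.9 to 43.6 CPM and 15.1 to 18.4 CPM in the libraries labelled knockout, while Mtap beside them was expressed in both (425 to 533 CPM and 236 to 246 CPM). Silencing in LM1 and LM9 that was lifted by the knockout could give the same counts, as could a deletion that the knockout-labelled cells do not carry. So could founder cells that differed from the rest of their line, since the study grew its knockout pools from single-cell clones. The counts cannot decide between these. Reads over the CRISPR target site and over the Cdkn2a locus would bear on it.

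The 2 knockout labels were as close as replicates. At 1093 genes that separate LM1 from LM9, chosen from 3 parental libraries, the difference between the labels LM1 Nfib KO and LM9 Nfib KO had a slope of -0.0241 on the difference between LM1 and LM9, and -0.0195 at the 1015 of these genes with at least 1 CPM in the libraries labelled knockout. The median absolute log2 difference at these genes was 0.84 between LM1 and LM9 and 0.04 between the knockout labels. The first value is raised by the choice of genes. It also includes LM9 replicate 1, which lay with the LM1 libraries and lowers it. The slope used that library too. Over all genes tested, in the fit of all libraries, the values were 0.34 and 0.05. Pools made separately from LM1 and LM9 might be expected to keep some of the difference between the lines. The slope near 0 is consistent with a single population behind both labels, and equally with a loss of the difference between the lines after Nfib targeting, which was not tested apart.

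LM9 replicate 1 lay with the LM1 libraries. On an axis from LM1 (0) to LM9 (1), with the genes chosen without this library, it sat at 0.0112, while the held-out LM1 replicate 3 sat at -0.0101 and the held-out LM9 replicate 3 at 0.939. Thinning to the smallest parental total left it at 0.0102. A simulated library with 30% LM9 counts sat at 0.205. A mislabelled LM1 culture, or an LM9 culture taken over by LM1 cells, is therefore a candidate explanation, and the label was kept in all comparisons.

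Nfib mRNA was not lower in the libraries labelled knockout under any scaling, and its lowest log2 fold change over 3 scalings and 2 lines was 0.11. By the rule set beforehand this speaks against library composition, but the scalings use the same counts and have no outside reference, so the test is weak. A frameshift may leave the amount of mRNA unchanged, and the gene counts cannot show it. No other explanation was tested.

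Marker genes of epithelial and mesenchymal cells shifted between the labels. Of the 15 epithelial genes tested, 14 were lower in the libraries labelled knockout and 1, Krt14, was higher, but they were 75% of their list, under the 80% set beforehand, so their list was not set against random lists. Krt8 was at 213 CPM in LM1 and 0.121 CPM in the libraries labelled LM1 Nfib KO, and Cdh1 was at 11.3 and 0.00839 CPM. Of the 17 mesenchymal genes tested, 14 were higher and 3 lower. Their median log2 fold change of 4.31 lay at percentile 100 of 10000 random lists matched on mean expression, whose central range was -0.97 to 1.39. A chance choice of genes is therefore not a likely source for that list. The size of the median is less certain, since it was the value of Twist2. That gene had no count in any parental library and was at 0.287 to 0.476 CPM in the libraries labelled knockout. The rises ran from a log2 fold change of 0.24 for Zeb2 to 11.16 for Zeb1. Zeb1 rose from at most 4 counts to 132 to 137 CPM, and Snai2 from no counts to 9.80 to 11.97 CPM, while Fn1 fell from 8409 to 12436 CPM in the parental libraries to 186 to 197 CPM and Snai1 from 78.7 to 266 CPM to 11.2 to 14.1 CPM. The shift is a hypothesis for the labels as given, and it cannot be told apart from a different cell population in the libraries labelled knockout.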
